A study of Canis lupus familiaris with 8 samples.

How the data were processed

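RNA was measured by sequencing of polyA-selected, strand-specific TruSeq libraries from dog kidney epithelial cells of the MDCK GII line, per the labels. The 8 wells fell into 4 control wells and 4 wells held under 18% static strain for 2 hours, with replicate numbers 1 to 4 in each group taken from the sample titles. The labels call the wells technical quadruplicates that were spread at random over several stretch devices, so the error bars describe wells of a single cell line and not independent lines or animals.

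The deposited values were raw counts of reads per gene over exons, made by the authors with a counter named featureCounts in the title of the deposited table. The aligner, the read filters, the strand setting and the handling of reads that map to several genes are stated neither in the table nor in the labels, and were not assumed. Genes that overlap another gene on the opposite strand, or that belong to families with near-identical copies, are therefore reported as uncertain. The table held 37952 genes and 8 count columns, each matched to a sample by its library name, and 0 columns of per-sample values belonging to no sample of the series. Gene coordinates were printed as the table gives them. It names no genome build, but 37291 of its gene symbols matched the RefSeq gene table of the dog assembly UU_Cfam_GSD_1.0, and 37291 of the matched genes had identical start and end positions there. No mitochondrial genes were among the genes counted. No genome sequence was used here, so GC content was not examined, and the planned offsets for length and GC content used exon length alone.

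Total counts ranged from 27047358 to 32478887 per well. Wells of the same group were compared by a chi-square statistic per degree of freedom over genes with at least 50 counts in total. It lay between 5.56 and 26.8, so no 2 wells agreed within sampling noise and all 8 were kept as separate replicates.

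Counts were tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit with robust estimation, glmQLFTest). Library sizes were scaled with TMM factors, and low genes were removed with filterByExpr at its defaults (a minimum count of 10, a minimum total of 15), which left 14571 genes. P-values were two-sided and adjusted by the Benjamini-Hochberg method, with 0.05 as the threshold. The model had an intercept and a stretch term. The fit with the replicate number as a block was planned beside it, because both groups carry the same numbers in their titles. The library names number the wells consecutively across the groups, so they hold no number common to both. The labels do not say whether equal numbers shared a device, so the pairing was checked from the correlation of same-numbered deviations from the group means. Normalised read counts are TMM-normalised CPM (counts scaled to a common library total), given as mean ± SD over 4 wells, and log2 scores of lists used a prior count of 2.

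The 8 gene lists (156 genes, of which 152 were in the table and 133 were tested) were drawn up from the series title and from general knowledge of stretch responses. A list of EGFR pathway components was reported gene by gene. The other 7 were each tested as a set with camera at an inter-gene correlation of 0.01, adjusted over the 7 lists. Because camera can be liberal when the genes of a list vary together, each list was also scored per well as its mean log2 CPM and compared with a two-sided exact permutation test of the 4 against 4 wells. The 70 possible assignments allow a smallest p of 0.0286. Adjusted over the 7 lists, this smallest p became 0.0667, given the number of lists that reached it. An adjusted p of 0.0667 is therefore the floor here and not a near miss. A sign-flip test over 4 pairs cannot go below 0.125, so no p from it is given. Principal components were computed from centred log2 CPM of the 1000 most variable tested genes.

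The groups, the designs, the gene lists, the processing alternatives and the rule for naming genes were chosen before the data were examined, except where stated. The rule named the 6 genes with the largest rise and the 6 with the largest fall among those past the threshold, with at least 1 CPM in the higher group and every stretch well beyond every control well; every tested EGFR component, in full when past the threshold and as a range otherwise; and the 3 members of each tested list with the smallest p. No gene passed in the main edgeR fit without the block, so the first part of the rule was applied to the fit with the block. This choice was made after seeing the data.

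The alternatives were the Wald test of DESeq2 1.42.0, limma-voom (limma 3.58.1), DESeq2 size factors, upper-quartile factors, library size only, leaving out the 10 most abundant genes, no filter on low counts, at least 10 counts in every well, offsets from a loess on exon length with a span of 0.5, the replicate block, both together, an estimated inter-gene correlation or the rotation test fry in place of camera, and leaving out each well. A block with 2 levels (replicates 1 and 2, replicates 3 and 4), the repetition of the alternatives with the replicate block and the omission of whole pairs were added after seeing the data. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

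The fits were tested on simulated data drawn from the fitted means, dispersions and library sizes of the real wells, with 200 genes changed. Data without a replicate effect took means and dispersions from the fit without the block. Data with a replicate effect took them from the fit with the block, which had a smaller dispersion. The simulations therefore differ in noise as well as in the replicate effect. Without a replicate effect, the model without a block recovered 63.5% of genes changed by 0.5 on the log2 scale among 14416 genes tested. With a replicate effect, it recovered 43% and the model with the block 73.5%, among 14396 genes tested. At a log2 change of 1, these shares were 85% and 93% among 14382 genes tested. No call had the wrong sign. With a replicate effect, the block fits made 13 false calls among 160 and 16 among 202, for changes of 0.5 and 1. The fits without a block made 0 there, among 86 and 170 calls. Without a replicate effect, the block fits made 17 among 143 and 12 among 195, and the fits without a block 10 among 137 and 11 among 193. Each false share with the block was above the threshold of 0.05. Genes called with the block may therefore include more false calls than this threshold implies.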

Results

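Messenger RNA was profiled in monolayers of MDCK GII cells, a dog kidney epithelial line grown on an elastic silicone membrane in custom 6-well devices. In the stretch group, vacuum around a central pillar pulled the membrane and the attached monolayer equally in both in-plane directions, to 18% strain, and the strain was held for 2 hours before lysis. Control wells were not strained. Each group had 4 wells (replicates 1 to 4). The title of the series places the experiment in a study of how force on E-cadherin, the adhesion protein that joins epithelial cells, activates EGFR and ERK signalling through release of EGFR ligands by ADAM proteases. The comparison therefore asks which transcripts change within 2 hours of strain, and whether they include known outputs of EGFR-ERK signalling.

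The control wells held 30013529 ± 2100912 counts and the stretch wells 29376025 ± 2262877 (mean ± SD, n = 4 each; two-sided exact permutation p = 0.714). The 10 most abundant genes took 4.83 ± 0.215% of the counts in control wells and 4.82 ± 0.0879% in stretch wells (n = 4 each; exact permutation p = 0.886). Genes with at least 1 count numbered 18260 ± 156 per control well and 18432 ± 120 per stretch well (exact permutation p = 0.143). The totals and the share of abundant genes differed by less than the spread between wells. The number of genes detected differed by more than either SD, without passing the exact test, which does not use the pairing, and was higher after stretch in 4 of 4 same-numbered pairs.

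The first principal component held 28.2% of the variance and did not separate the groups, which accounted for 1.36% of the variance of its scores (two-sided exact permutation p = 0.8, n = 4 each). It separated replicates 1 and 2 from replicates 3 and 4 of both groups, a division that accounted for 76.6% of its scores (exact permutation p = 0.0286, the smallest possible). The groups came apart on the second component, which held 16.4% of the variance. There, the group accounted for 78.5% of the variance of the scores (exact permutation p = 0.0286). The division by replicate number and the second component were examined after seeing the data.

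**Figure D1:**
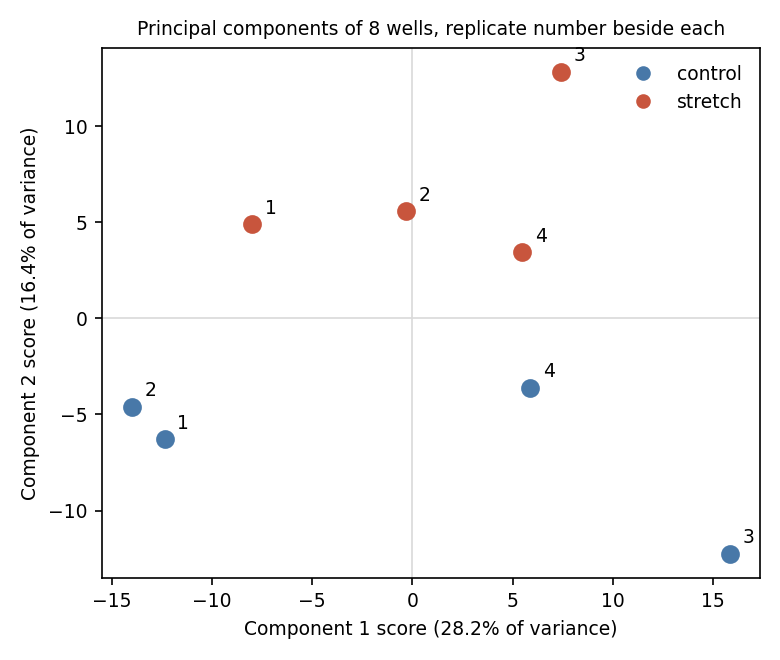
Scores of the 8 wells on the first component (x axis, 28.2% of the variance) and the second component (y axis, 16.4%), computed from the log2 CPM of the 1000 most variable genes; each point is a well, coloured by group, with its replicate number beside it. All 4 stretch wells lie above 0 on the second component and all 4 control wells below, while replicates 1 and 2 lie to the left of replicates 3 and 4.

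Without a block, 0 of 14571 genes had an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), and the smallest adjusted p in this edgeR fit was 0.0937. At an unadjusted p under 0.05 there were 579 genes, fewer than the 729 that chance alone would give. Wells with the same replicate number deviated together from their group means, with a mean correlation across genes of 0.199 (from 0.108 to 0.328 over the 4 numbers). With the replicate number as a block, 102 genes had an adjusted p under 0.05 in edgeR's test, 77 higher and 25 lower after stretch. The biological coefficient of variation dropped from 9.43% without the block to 6.12% with it. The pairing was not specific to each number, since exchanging the numbers 1 and 2, and 3 and 4, gave a mean correlation of 0.180. Within replicates 3 and 4, wells with crossed numbers correlated more (0.189 and 0.216) than wells with the same number (0.182 and 0.178). No block with 3 and 4 crossed was fitted. A block with only these 2 levels, added after seeing the data, gave 58 genes, of which 55 were among the 102. Of the 18 named genes that passed with the replicate block, 10 passed with this block and 8 did not. Among fits with the replicate block, the choice that moved the count most was the count filter, without which 448 genes were called.

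The changes were small. With the block, the higher genes rose by a median of 0.36 on the log2 scale (from 0.15 to 1.5) and the lower genes changed by a median of -0.31 (from -0.65 to -0.18), and only 2 genes changed at least 2-fold. Of the 102 genes, 73 had an unadjusted p under 0.05 without the block. Within replicates 1 and 2 alone (2 wells against 2), 51 genes passed in edgeR's test, and within replicates 3 and 4 alone, 25 passed. Across all 14571 tested genes, the log2 changes measured in these separate sets of wells had a Pearson r of 0.0647 and a Spearman rho of 0.0585. Across the 133 tested genes of the fixed lists, r was 0.742 and rho 0.744, and 101 of the 133 changed in the same direction in both sets. Genes are not independent replicates, so these correlations carry no p-value.

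The 6 genes with the largest rise among those past the threshold with the block, with no overlap between control and stretch wells, were NR4A3, CCN2, LOC119876004, HBEGF, LIF and BTG2. NR4A3, a nuclear receptor gene on chromosome 11 (57144349 to 57184553), went from 0.594 ± 0.308 to 1.71 ± 0.905 CPM (n = 4), a log2 change of 1.5 ± 0.33 (SE) with the block (edgeR, adjusted p = 0.0451). Its raw counts were low, from 9 to 28 in control wells and 31 to 82 in stretch wells. CCN2 on chromosome 1 (25137679 to 25140601) went from 8.78 ± 3.17 to 18.2 ± 3.41 CPM, a log2 change of 1.07 ± 0.13 (edgeR, adjusted p = 0.00194 with the block and 0.496 without). LOC119876004, a protein-coding gene with no other symbol on chromosome 1 (112193446 to 112207201), went from 15.4 ± 3.61 to 26.96 ± 5.54 CPM, a log2 change of 0.81 ± 0.07 (edgeR with the block, adjusted p = 2.7e-05). The cytokine gene LIF rose by 0.73 and BTG2 by 0.71 on the log2 scale, with adjusted p of 0.0147 and 0.0023 in edgeR's test with the block. With the block of 2 levels, CCN2 and BTG2 did not pass (edgeR, adjusted p = 0.0552 and 0.338).

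The 6 genes with the largest fall under the same criteria were IFIT2, PAX6, CKAP2L, SGO1, CCNF and CDKN1B, with log2 changes from -0.65 to -0.31. Every pair was lower in each, which the criterion of no overlap between groups requires. IFIT2 on chromosome 4 (380558 to 389253) went from 9.25 ± 1.15 to 5.89 ± 0.751 CPM (edgeR with the block, adjusted p = 0.00617). It belongs to a family of related genes, and how shared reads were counted is not stated. PAX6 on chromosome 18 (36045041 to 36066313) went from 21.0 ± 1.56 to 15.6 ± 2.04 CPM, a log2 change of -0.43 (edgeR with the block, adjusted p = 0.00816). The mitotic genes CKAP2L and SGO1 changed by -0.39 and -0.37, with adjusted p of 0.0149 and 0.00406 in edgeR's test with the block. CCNF and CDKN1B each overlap 1 gene on the opposite strand, so their values of -0.36 and -0.31 are uncertain.

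Of the 20 components of the EGFR pathway on the fixed list, 17 were tested, and 3 passed with the replicate block and 0 without it, where 3 had an unadjusted p under 0.05. These 3, HBEGF, ERRFI1 and ERBB3, did not pass with the block of 2 levels added after seeing the data (edgeR, adjusted p = 0.0668, 0.0693 and 0.0694). HBEGF, which encodes the EGFR ligand heparin-binding EGF-like growth factor, lies on chromosome 2 (34678980 to 34691039, minus strand). It went from 20.9 ± 3.36 to 36.4 ± 5.93 CPM (n = 4) and rose in 4 of 4 pairs. Its log2 change was 0.80 ± 0.07 (SE) with the block and 0.80 ± 0.14 without, with adjusted p of 1.8e-05 and 0.188 in edgeR's test. ERRFI1, the gene of an intracellular inhibitor of EGFR on chromosome 5 (62105524 to 62119850), went from 44.9 ± 5.93 to 68.0 ± 12.4 CPM. Its log2 change was 0.59 ± 0.07 with the block and 0.60 ± 0.14 without, with adjusted p of 0.00146 and 0.567 in edgeR's test. ERBB3, a receptor of the same family on chromosome 10 (758352 to 776205), went from 451 ± 39.9 to 397 ± 30.3 CPM, a log2 change of -0.18 ± 0.03 with the block, lower in 4 of 4 pairs (edgeR, adjusted p = 0.0126 with the block). The remaining 14 components had log2 changes from -0.08 to 0.68 without the block. EREG, the gene of the ligand epiregulin, had the largest of these, and its adjusted p with the block was 0.249 in edgeR's test. The log2 changes without the block were 0.026 for EGFR, 0.0048 for ADAM17, -8.5e-04 for ADAM10 and 0.0076 for CDH1, the gene of E-cadherin, and none of these passed with the block either.

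**Figure D2:**
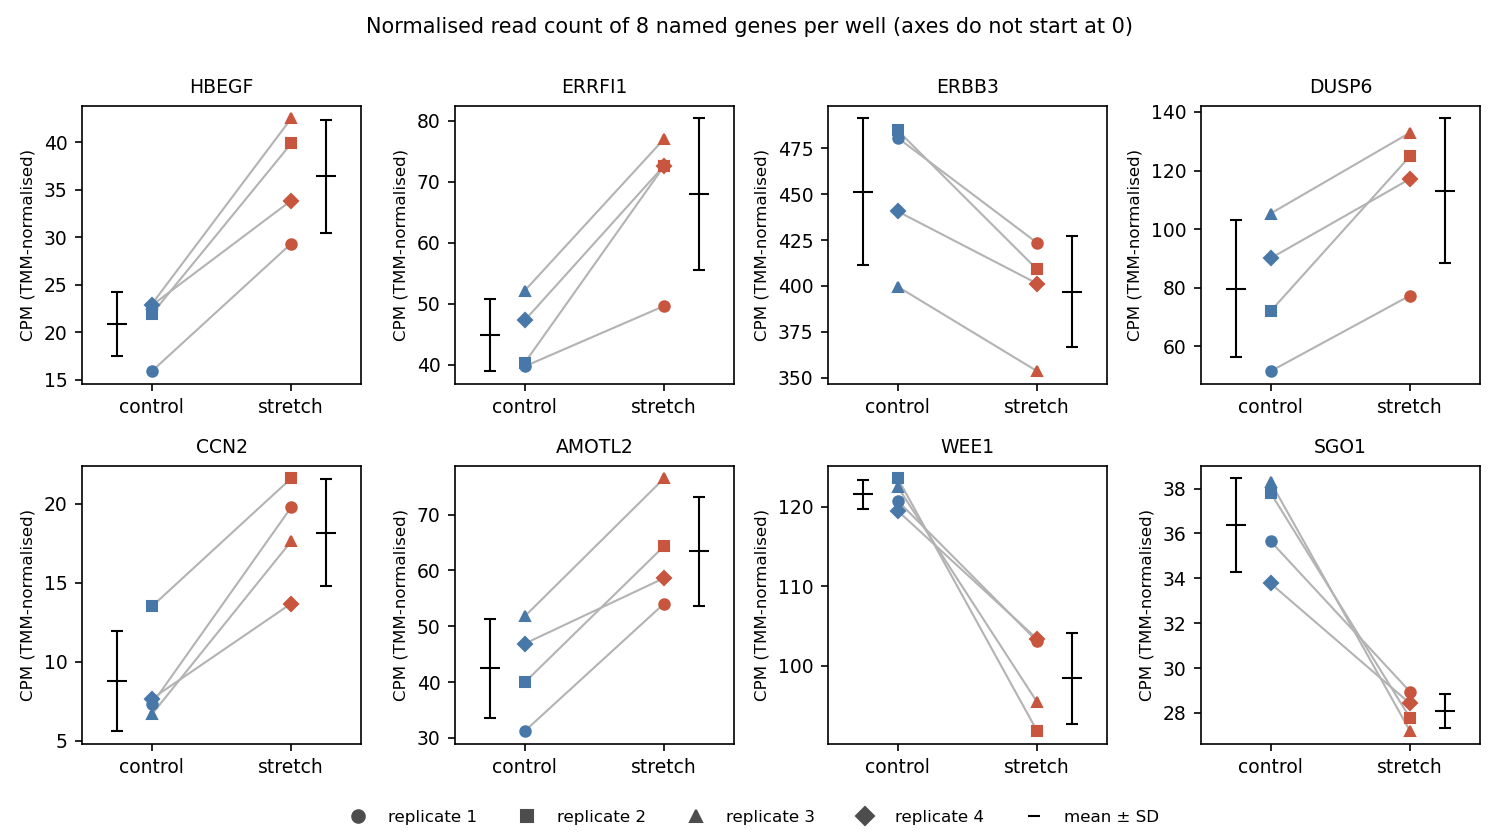
Normalised read count (y axis, TMM-normalised CPM; axes do not start at 0) of 8 named genes in control and stretch wells. Symbols are single wells by replicate number, grey lines join wells with the same number, and black bars are the mean and SD of 4 wells. HBEGF rose and ERBB3 fell in 4 of 4 pairs.

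Of the 133 tested genes on the fixed lists, 0 passed over all genes in edgeR without the block (43 had an unadjusted p under 0.05) and 19 passed with it. DESeq2 without the block called 12 of them. Adjusted over the listed genes alone, 26 passed without the block and 57 with it (edgeR quasi-likelihood test, Benjamini-Hochberg). The transcriptional outputs of MAPK signalling, the pathway that includes ERK, were read from 9 tested genes. Their mean log2 change was 0.32 without the block and 0.35 with it, with adjusted p of 8.1e-05 and 8.4e-12 in edgeR's camera test. The score of the list per well was 4.32 ± 0.43 log2 CPM in control wells and 4.69 ± 0.25 in stretch wells (n = 4 each). The difference was smaller than the control SD and larger than the stretch SD (exact permutation p = 0.229, adjusted over 7 lists 0.3). All 4 pairs rose, by 0.46, 0.64, 0.0079 and 0.34 for replicates 1 to 4. Of the 9 genes, 7 were higher and 2 lower, and 1 had an unadjusted p under 0.05 in edgeR's test without the block. DUSP6 rose by 0.52 and passed with the replicate block but not with the block of 2 levels (edgeR, adjusted p = 0.0061 and 0.619). EPHA2 and SPRY2 rose by 0.53 and 0.48 with the block but did not pass (edgeR, adjusted p = 0.0953 and 0.125).

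The camera calls of all lists have to be read against other divisions of the same 8 wells. Of the 34 other splits into 4 and 4, 18 put 2 wells of each group on each side and so carry none of the stretch contrast. Without the block, camera at an adjusted p under 0.05 called the G2/M list in 13 of these 18, the MAPK list in 10, the immediate-early list in 9, the SRF/MRTF list in 9, the YAP/TAZ list in 2, and the Wnt/TCF and heat-shock lists in 1 each. A call at this threshold alone therefore did not set the real comparison apart for the first 4 of these lists. The size of p did for some. Without the block, the immediate-early, YAP/TAZ and G2/M lists had a smaller camera p in the real split than in any of the 34 others, while for MAPK 6 other splits and for SRF/MRTF 10 had a p as small. With the block, 7 other splits were possible, 3 of which carry none of the contrast and 4 a part of it. The real split then had the smallest camera p for the MAPK, immediate-early, YAP/TAZ, Wnt/TCF and G2/M lists, but not for SRF/MRTF or heat shock.

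Immediate-early genes, which are transcribed within minutes to hours of a stimulus, rose as a group. Of 31 tested, 30 were higher, with a mean log2 change of 0.59 without the block and 0.60 with it (edgeR's camera, adjusted p = 5.5e-43 and 6.3e-55). The score per well went from 4.20 ± 0.24 to 4.81 ± 0.21 log2 CPM, with every stretch well above every control well (exact permutation p = 0.0286, adjusted over 7 lists 0.0667; n = 4 each). The rise was 0.85 within replicates 1 and 2 and 0.39 within replicates 3 and 4, as mean log2 changes of the list. With the block, 8 of the 31 genes passed, all higher, among them BTG2 and CSRNP1 (0.43; edgeR, adjusted p = 0.0294 with the replicate block and 0.0697 with the block of 2 levels). DUSP1 rose by 0.80 but did not pass (edgeR with the block, adjusted p = 0.115), and it overlaps 1 gene on the opposite strand. Under fry with the block, the adjusted p of this list was 0.0619.

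Genes driven by the YAP/TAZ coactivators, which respond to cell shape and tension, rose by a mean of 0.38 without the block and 0.39 with it, and 15 of 17 were higher (edgeR's camera, adjusted p = 2.2e-14 and 7.3e-25). The score per well went from 5.53 ± 0.16 to 5.93 ± 0.12 log2 CPM (exact permutation p = 0.0286, adjusted over 7 lists 0.0667; n = 4 each). The mean log2 change was 0.44 within replicates 1 and 2 and 0.35 within replicates 3 and 4. AMOTL2 rose by 0.59 with the block (edgeR, adjusted p = 6.2e-04, and 0.218 with the block of 2 levels), and CCN1 by 0.89 without passing (edgeR, adjusted p = 0.149). All 24 tested genes of the G2/M list, which peak before and during mitosis, were lower. Their mean log2 change was -0.20 both without and with the block (edgeR's camera, adjusted p = 1.4e-26 and 6.7e-28). With the block, camera with an estimated inter-gene correlation and fry did not call the G2/M list (adjusted p = 0.106 and 0.102). The score per well was 7.21 ± 0.04 log2 CPM in control wells and 7.01 ± 0.14 in stretch wells (exact permutation p = 0.0286, adjusted over 7 lists 0.0667; n = 4 each). The mean log2 change of the G2/M list was -0.15 within replicates 1 and 2 and -0.24 within replicates 3 and 4. With the block, 3 of the 24 genes passed, all lower. WEE1 on chromosome 21 (33445593 to 33464455) went from 122 ± 1.82 to 98.4 ± 5.76 CPM, a log2 change of -0.31 ± 0.05 with the block (edgeR, adjusted p = 0.00246 with the block and 0.114 without). KIF20A and PLK1 changed by -0.27 and -0.33 without passing (edgeR with the block, adjusted p = 0.0645 and 0.16), and both overlap genes on the opposite strand.

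The remaining lists differed by less than the SD of the control wells when scored per well. For SRF/MRTF and Wnt/TCF, the differences of 0.14 and -0.13 were larger in size than the stretch SD (0.12 and 0.10). For the SRF/MRTF list, which reports actin dynamics, the mean log2 change was 0.14 both without and with the block (edgeR's camera, adjusted p = 0.00591 and 9.9e-04; exact permutation p = 0.257 for the score). None of its 14 tested genes passed with the block. ZYX rose by 0.19, ACTB by 0.09 and CNN2 by 0.83 with the block, where CNN2 had between 2 and 21 counts per well and ACTB has near-identical relatives whose reads may be shared. The Wnt/TCF list had a mean log2 change of -0.15 without the block and -0.14 with it over 7 genes (edgeR's camera, adjusted p = 0.0252 and 0.0268; exact permutation p = 0.257 for the score), and RNF43, AXIN2 and NOTUM did not pass in either fit. RNF43 overlaps 1 gene on the opposite strand, so its value is uncertain. The heat-shock list moved by 0.03 both without and with the block over 14 genes (edgeR's camera, adjusted p = 0.355 and 0.231; exact permutation p = 0.4 for the score), and CRYAB, DNAJB1 and HSPB1 did not pass in either fit.

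**Figure D3:**
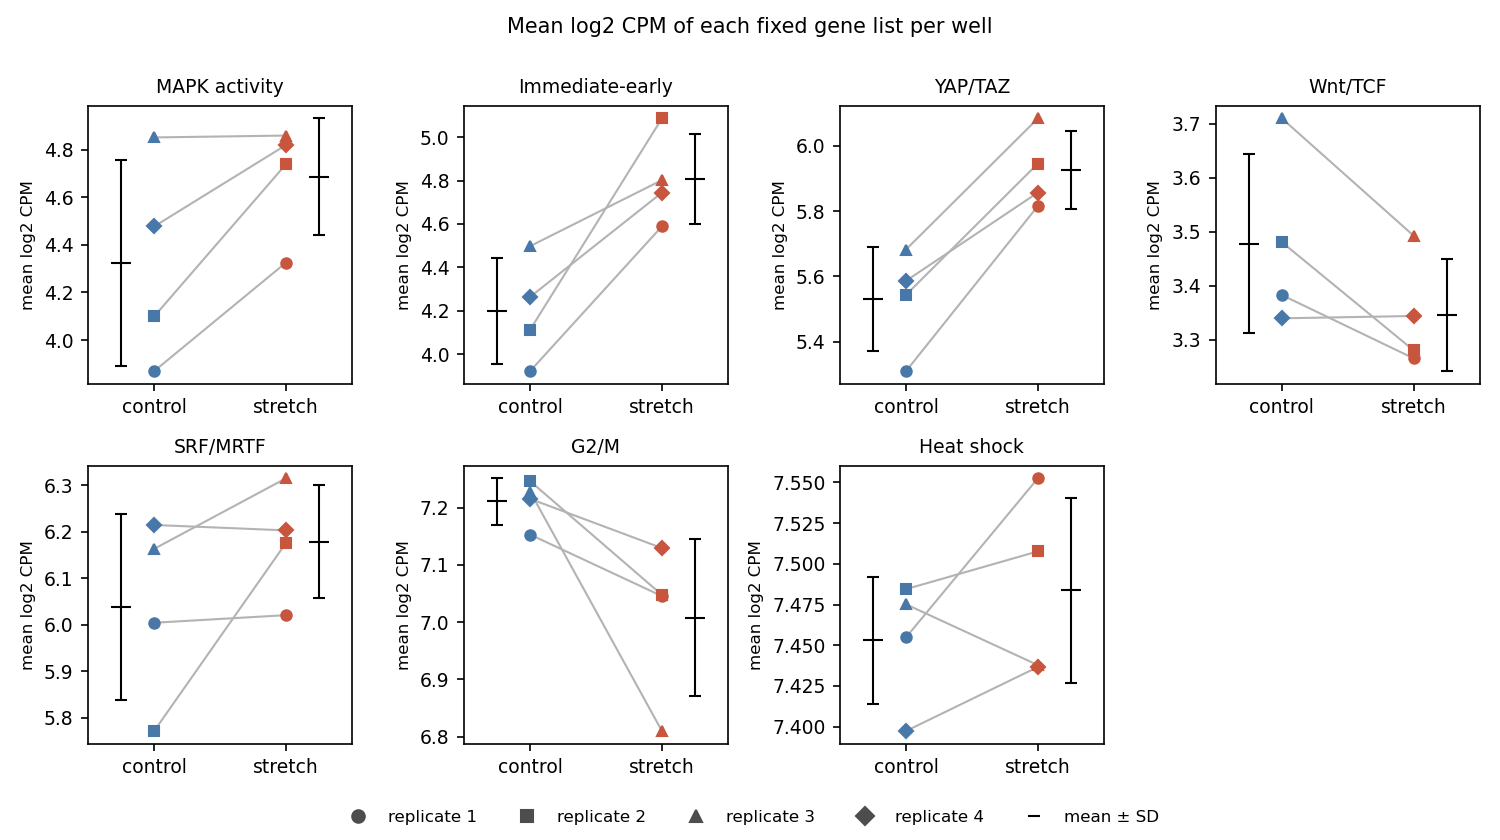
Mean log2 CPM of the tested genes of each of the 7 lists per well (y axis; axes differ between panels) in control and stretch wells. Symbols are single wells by replicate number, grey lines join wells with the same number, and black bars are the mean and SD of 4 wells. Control and stretch wells do not overlap for the immediate-early, YAP/TAZ and G2/M lists and overlap for the other 4 lists.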

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

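The tests of single wells were chosen after the values had been seen. In 5 of the 90 groups of 4 wells examined, 1 well lay far from the other 3 by Dixon's ratio of the gap to the range. About 4.5 such groups would be found by chance at the 95% level, so the number of values examined may account for all 5.

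For HBEGF, control replicate 1 had 15.9 CPM while the other control wells had 21.9 to 23.0. For CCN1, the same well had 78.9 CPM against 128 to 137. For CCN2, control replicate 2 had 13.5 CPM against 6.67 to 7.65. For CSRNP1, control replicate 3 had 43.2 CPM against 33.2 to 34.7. For ERRFI1, stretch replicate 1 had 49.7 CPM against 72.6 to 77.0. A fault or a wrong label in one well could give such values, but no well had more than 2 of the 5, and this test cannot exclude it for a single well. Control replicate 1 held 27208551 counts, within the range of the 8 wells. The wells of a group have no labelled difference other than their number, so no biological explanation was tested.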

How the results depend on the processing

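The count of genes depended on the model. Without the block, the edgeR count stayed at 0 under limma-voom, DESeq2 size factors, upper-quartile factors, library size only, omission of the 10 most abundant genes, at least 10 counts in every well and length offsets, with 550 to 602 genes at an unadjusted p under 0.05. DESeq2 called 40 genes (32 higher, 8 lower, 3 at least 2-fold, 12 on the fixed lists), and edgeR with no filter called 11 (8 higher, 3 lower, 1 on the lists). The replicate block gave 102 genes (77 higher, 25 lower, 2 at least 2-fold, 19 on the lists, 57 adjusted over the lists alone). With length offsets as well it gave 105 (76 higher, 29 lower, 2 at least 2-fold, 19 and 59 on the lists). The block for replicates 1 and 2 against 3 and 4, added after seeing the data, gave 58 (41 higher, 17 lower, 1 at least 2-fold, 6 and 43 on the lists). The cause of the DESeq2 difference was not tested.

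The repetitions with the replicate block were chosen after seeing the data. The total stayed between 97 and 132 genes under the other tests, scalings, stricter filter, length offsets and omission of abundant genes, with 97 to 102 of the original 102 among them. DESeq2 with the block gave 4 genes changed at least 2-fold and 31 fixed-list genes, and moved the Wnt/TCF list (-0.14) to an adjusted p of 0.0505. The number changed at least 2-fold was 1 under limma-voom and 1 with at least 10 counts in every well. With no filter, the block fit called 448 genes (273 higher, 175 lower, 11 at least 2-fold, 65 on the lists), and the share higher was 60.9% against 75.5%. All 448 were among the 14571 genes tested with the filter. The median prior degrees of freedom went from 13.6 to infinite when low genes entered, beside 3 residual degrees of freedom, so for most genes the variance then came from the trend across genes alone.

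For lists, the direction stayed in every setting, but the significance depended on how correlation between genes was treated. The size of 2 means depended on the count filter. With no filter and no block, the YAP/TAZ mean was 0.21 against 0.38, and the Wnt/TCF mean -0.25 against -0.15. Without the block and with an estimated inter-gene correlation, camera no longer called the MAPK list (0.32, adjusted p 0.22), the Wnt/TCF list (-0.15, adjusted p 0.0983) or the SRF/MRTF list (0.14, adjusted p 0.33), while the immediate-early, YAP/TAZ and G2/M lists kept adjusted p of 0.0162, 0.0162 and 0.0356. Under fry the same lists were lost (0.32, -0.15 and 0.14; adjusted p 0.306, 0.245 and 0.383) and G2/M as well (-0.20, adjusted p 0.0557). With the block, both methods lost MAPK (0.35; adjusted p 0.106 with estimated correlation and 0.102 with fry), immediate-early (0.60; 0.0597 and 0.0619), Wnt/TCF (-0.14; 0.142 and 0.102), SRF/MRTF (0.14; 0.25 and 0.176) and G2/M (-0.20; 0.106 and 0.102). YAP/TAZ alone was called by both with the block (adjusted p 0.0107 and 0.00438).

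Leaving out each well in turn without the block gave from 0 to 12 genes, 0 to 12 higher, 0 lower throughout (367 to 756 genes at an unadjusted p under 0.05), 0 to 1 at least 2-fold, 0 to 3 on the lists and 3 to 38 adjusted over the lists alone. The highest count came without control replicate 3. The MAPK mean ranged from 0.20 to 0.52 without losing its call. The SRF/MRTF mean ranged from 0.058 to 0.21 and the Wnt/TCF mean from -0.21 to -0.063, each losing its call in 3 of 8 fits. Leaving out each pair from the block fit gave 43 to 186 genes, 33 to 146 higher, 10 to 40 lower, 0 to 7 at least 2-fold and 12 to 31 on the lists. There, the means ranged from 0.26 to 0.48 for MAPK, -0.24 to -0.13 for G2/M and 0.061 to 0.21 for SRF/MRTF. They ranged from -0.18 to -0.12 for Wnt/TCF and 0.0080 to 0.052 for heat shock. SRF/MRTF lost its call without pair 2 (adjusted p 0.106), Wnt/TCF without pair 3 (adjusted p 0.145), and heat shock gained one without pair 3. HBEGF, CCN2, LOC119876004, BTG2, SGO1, ERRFI1, AMOTL2 and WEE1 passed in each of these 4 fits. NR4A3, LIF, PAX6, CDKN1B, CKAP2L, CCNF, IFIT2, DUSP6, CSRNP1 and ERBB3 each lost their call in at least 1 of them, and NR4A3 also under limma-voom. Of the 18 named genes that passed with the replicate block, 8 lost their call with the block of 2 levels: HBEGF, ERRFI1, ERBB3, CCN2, BTG2, AMOTL2, DUSP6 and CSRNP1. Across the named genes and the settings with the replicate block, which leave out that block of 2 levels, 385 values were on the same side of the threshold, 19 were weaker and 23 stronger; across the settings without any block, 535 were on the same side and 24 were stronger. No named gene reversed. The group never accounted for more than 30.7% of the first component (from 0.223% when single wells were left out). At this depth and number of wells, the fit without a block recovered 43% of simulated changes of 0.5 on the log2 scale with a replicate effect. Without a replicate effect, it recovered 63.5%, but these simulations also differed in dispersion. The genes called with the block had smaller median changes (0.36 and -0.31), a size that was not simulated. The simulation therefore cannot decide whether the number of wells explains the count of 0.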

Other observations

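Except for the tests of library size, abundant genes, exon length, genomic span and the count of genes without the block in other splits, the tests here were chosen after the result had been seen.

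The 8 wells can be split into 4 and 4 in 35 ways, of which 8 part every same-numbered pair, so the share of splits as large as the real one is never under 0.125. Without the block, 8 of the 8 splits gave as many genes as the real one, in total, higher, lower, at least 2-fold and on the fixed lists, because each count was 0 (579 genes at an unadjusted p under 0.05 in the real split). The count adjusted over the lists alone was 26 in the real split and as large in 1 of the 8, the real one itself. With the block, 1 of the 8 splits, the real one, gave counts as large in total (102), in each direction, at least 2-fold, on the lists (19) and adjusted over the lists alone (57), and the other 7 gave 0. For the list means, only the real split (1 of 8) was as large for the MAPK, immediate-early, YAP/TAZ, Wnt/TCF and G2/M lists, without and with the block. The next largest split came close for MAPK, at 0.31 against 0.32 without the block and 0.349 against 0.351 with it, and for Wnt/TCF, at 0.140 against 0.147 in size without the block and 0.140 against 0.143 with it. Of the other 7 splits, 4 carry a part of the stretch contrast and 3 none. Over all 35 splits without the block, 8 were as large for MAPK and 8 for Wnt/TCF, and 1, the real one, for the immediate-early, YAP/TAZ and G2/M lists. For SRF/MRTF, 3 of the 8 splits were as large without and with the block, and for heat shock 4 without and 3 with it. The other 27 splits leave some pairs together. The split of replicates 1 and 2 from 3 and 4, which parts no pair, gave 2417 genes without a block, more than stretch did. Another, which parts 2 pairs and mixes part of the stretch contrast with the replicate numbers, gave 35 genes, 28 listed genes adjusted over the lists alone and a MAPK mean of 0.60, each larger than in the real split. The batch of replicates 1 and 2 against 3 and 4 and the group can be told apart only because each group has wells in both sets.

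A candidate explanation for 102 genes with the block and 0 without is a batch shared by wells of both groups with the same number. The mean correlation of same-numbered deviations was 0.199, above the 0.1 set for this test, and 2 of the 24 possible pairings, the real one included, were as high. The other, which crosses replicates 3 and 4, was higher than the real one. A batch that lies between replicates 1 and 2 and replicates 3 and 4 would by itself bring genes past the threshold, and a block for it gave 58. Both fit a shared batch, whose nature (device, plating, extraction or library preparation) the labels do not give. A difference in library size between stretch and control (exact permutation p = 0.714) and in the share of the 10 most abundant genes (exact permutation p = 0.886) were not seen. Log2 change with the block was not related to exon length (Spearman rho 0.0141 across genes).

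Between replicates 1 and 2 and replicates 3 and 4, 2706 genes differed with stretch in the model (edgeR quasi-likelihood test, adjusted p under 0.05), 18.6% of those tested, with 1465 higher and 1241 lower in replicates 3 and 4 and 52 at least 2-fold apart. The 2 other ways of pairing the numbers gave 0 and 0. Library size was 28494096 ± 1707022 against 30895458 ± 1745596 counts per well, a difference larger than either SD that did not pass the exact permutation test (p = 0.143, n = 4 each). The share of the 10 most abundant genes did differ, at 4.94% against 4.71% (exact permutation p = 0.0286, the smallest possible), and the log2 change between the sets had a Spearman rho of 0.137 with exon length across genes. With length offsets, which brought this rho to 3.8e-04, 2614 genes still differed, so exon length does not account for the number of genes. Without the 10 most abundant genes 2745 differed, but TMM scaling already trims such genes, so this test cannot exclude that a few genes taking more of the counts played a part. Of 20 DNA replication genes, listed after seeing the leading genes of this contrast and excluding them, 19 were lower in replicates 3 and 4 (mean log2 change -0.22; edgeR's camera, adjusted p = 1.1e-11). Of 20 ribosome biogenesis genes listed the same way, 15 were higher (0.19; edgeR's camera, adjusted p = 2.9e-09). The fixed G2/M list showed no such difference (-0.02, 12 of 24 higher; edgeR's camera, adjusted p = 0.368). The wells may have differed in growth state or density, but camera is liberal here and a technical batch cannot be told apart from this. The MAPK list was 0.48 higher in replicates 3 and 4 (edgeR's camera, adjusted p = 2.1e-04), and the SRF/MRTF list 0.24 higher (adjusted p = 7.1e-05), both more than their change with stretch.

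The MAPK and immediate-early lists rose less in replicates 3 and 4, where both lists started higher in control wells. The immediate-early score was 4.50 and 4.26 log2 CPM in control replicates 3 and 4, against 3.92 and 4.11 in control replicates 1 and 2. The interaction was -0.39 for MAPK (edgeR's camera, adjusted p = 0.00276) and -0.46 for immediate-early genes (adjusted p = 1.5e-06). Camera also called SRF/MRTF (-0.15, adjusted p = 0.0262), which rose less there, and G2/M (-0.09, adjusted p = 0.0294), which fell more. The G2/M score fell most in pair 3 (-0.42) and least in pair 4 (-0.086), so the larger fall rests on pair 3. For single genes, 0 passed the interaction test (833 at an unadjusted p under 0.05, against 163 and 128 for the other ways of halving the numbers, which also gave 0). In those other ways, 2 of 4 camera tests of the MAPK and immediate-early lists passed as well, both for replicates 1 and 3 against 2 and 4 (adjusted p = 0.0257 and 2.8e-04), while replicates 1 and 4 against 2 and 3 called neither list (adjusted p = 0.573 and 0.21). Camera called G2/M in both other ways (adjusted p = 2.8e-04 for 1 and 3 against 2 and 4, and 3.0e-12 for 1 and 4 against 2 and 3). It called SRF/MRTF for replicates 1 and 4 against 2 and 3 (adjusted p = 0.035) but not for 1 and 3 against 2 and 4 (adjusted p = 0.439). From the list test, a different stretch response in replicates 3 and 4 therefore cannot be told apart from differences between single pairs.

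The genes that rose within 2 hours were expected to have a short genomic span. With the block, the median span of the 77 higher genes was 17.6 kb, at percentile 4.58 of 10000 random sets matched on abundance (random median 24.96 kb, 95% of sets 16.7 to 36.2 kb). Without the genes of the fixed lists, the other 62 had a median of 21.6 kb, at percentile 26.8, so the short span rests on the listed genes. The 25 lower genes were at percentile 7.26, with a median of 14.98 kb, so a short span was not specific to genes that rose. The span of the higher genes also lay within the 95% range of the random sets, and no explanation is offered.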
